A study of Mus musculus and Homo sapiens with 30 samples.

How the data were processed

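Gene expression was measured in 30 libraries of poly(A) RNA from 3 cell lines, prepared with a directional protocol and sequenced on an Illumina NovaSeq with paired 150 bp reads, per the labels. The authors deposited 2 tables of raw counts per Ensembl gene ID, 1 human table (61552 IDs, 12 SkBr3 libraries) and 1 mouse table (56980 IDs, 9 E0771 and 9 NMuMG libraries). The values were checked to be whole numbers whose totals differ between libraries, with no normalization applied. The aligner, the counting tool, the strand setting of the counting, the genome build and the annotation release were not stated in the labels or the file headers, so no coordinates are given. All counts are of reads without molecular identifiers, so precision statements cover counting error and replicate spread only.

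Libraries were grouped by cell line and medium as the labels give them: control medium, or secretome of inguinal adipocytes, lean or obese. There were 4 replicates per group in SkBr3 and 3 in E0771 and in NMuMG. E0771 and NMuMG medium differed, since that of NMuMG also held insulin and added glucose. The labels name no sequencing batch, and the lines of the 2 species are in separate tables. Replicate numbers were tested for pairing across media: the residuals of same-numbered replicates of different media had correlations across genes from -0.139 to 0.183 over 12 pairs in SkBr3, from -0.217 to 0.164 over 9 pairs in E0771 and from -0.0827 to 0.0364 over 9 pairs in NMuMG. They were not used as a paired term, and a fit with the replicate block was run as an alternative.

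Mouse gene symbols came from a table of GENCODE M21 on GRCm38, used for names only; it matched 52073 of 56980 IDs, which held 99.68% of the mouse counts. No table of human names was used here, so SkBr3 genes are given by ID, at most 2 that rose and 2 that fell, and the gene lists and the core ferroptosis genes were not run as sets in SkBr3. The IDs given were not matched to the lists, so some may belong to them. Symbols of 3 list members (G6pdx, Txn1 and Gpi1) were added to the lists afterwards to match the names of the table.

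Each line was fitted alone with all 3 media in edgeR 4.0.16 under R 4.3.3. Genes with low counts were removed with filterByExpr, TMM factors were used (range 0.987 to 1.02), dispersions were estimated with estimateDisp, and a robust quasi-likelihood fit was followed by an F test for each contrast. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. Differences between E0771 and NMuMG were tested as an interaction in 1 fit of the 18 mouse libraries with 6 groups (16529 genes). Log2 CPM used a prior count of 2. The pairs of replicates within groups had a chi-square per degree of freedom between 1.97 and 15.7 against counting error alone, so the spread between replicates added to the counting error in every group. At this depth the median standard error of a log2 fold change of obese over control was 0.0767 in SkBr3, 0.0725 in E0771 and 0.0706 in NMuMG. A count of 3 was taken as the floor of detection.

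There were 12 gene lists, written from general knowledge of the field: ferroptosis drivers, ferroptosis suppressors, NRF2 targets, ATF4 targets, PPAR targets, cholesterol synthesis, fatty acid synthesis, cell cycle, NF-kB targets, interferon response, hypoxia and glycolysis, and adipocyte markers. They were tested in limma 3.58.1 with camera at an inter-gene correlation of 0.01, two-sided, and adjusted together over 108 tests (12 lists in 9 contrasts, of which 3 are interactions). The lists overlap: NRF2 targets share 7 genes with the ferroptosis suppressors, and adipocyte markers share 2 with the PPAR targets. The groups, contrasts, tests, lists and most alternatives were chosen before the data were examined. Genes were named in the text by a rule chosen at the same time. It took the core ferroptosis genes in each mouse line and, for each line and contrast, the 3 largest increases and 3 largest decreases among called genes with a mean log2 CPM of at least 2, no overlap between the libraries of the 2 groups and a symbol that is not a clone or model name. List members past the threshold were named as examples.

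The correlation of the lean and obese effects and their median ratio were set against simulated counts for the real means, totals and dispersions. There were 20 simulations with all groups unchanged and 20 with the obese group unchanged. The same correlation was also computed with the control libraries divided between the 2 effects, so that these shared none. The pipeline was tested on simulated data with 200 changed genes: edgeR recovered between 72.0% and 76.0% of them at a fold change of 1.5 and between 84.5% and 88.0% at 2, with the right direction in each recovered gene. Between 2.63% and 10.2% of the calls were false. In simulated lists camera found the changed set in both mouse lines, and 3 (E0771) and 8 (NMuMG) of 200 unchanged sets came under 0.05. The simulated genes were drawn independently of each other, so these sets could not test the inter-gene correlation set for camera.

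The alternatives were DESeq2 size factors in edgeR, upper quartile factors, a filter of at least 10 counts in every library, no filter, DESeq2 1.42.0 with its own filtering, only the 2 groups compared, a replicate block, both mouse lines in 1 fit, a minimum absolute log2 fold change of 1, Spearman in place of Pearson correlation, fry and an estimated correlation in place of the camera setting, and leaving out each replicate in turn. Counts thinned to the smallest library total and the removal of each library's trend in GC content and gene length were added after seeing the data. GC content and length were known for 98.1% of the tested genes in E0771, 97.9% in NMuMG and 97.7% in the joint fit. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The result of 1 gene in the comparison of the mouse lines is not reported here.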

Results

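RNA was sequenced from 30 libraries of 3 cell lines, each grown in 3 media. SkBr3 is a human breast cancer line, with 4 replicates per medium. E0771 is a mouse mammary cancer line and NMuMG is a mouse mammary gland epithelial line, each with 3 replicates per medium; the sample labels list every line under breast cancer. Cells grew for 36 h and were then kept for 16 h in standard growth medium (control) or in a mixture of which 50% was the secretome of inguinal adipocytes, the medium conditioned by fat cells, from a lean or an obese source. The species of the adipocytes was not stated in the labels. The title of the series links a lipid product of lean adipocytes to ferroptosis, a form of cell death driven by iron and oxidised lipids. The control medium held no secretome, so only the comparison of lean with obese secretome was matched for the share of secretome.

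Total counts ranged from 18479433 to 26114542 in the SkBr3 control libraries, from 19183007 to 27208774 in the lean libraries and from 22096245 to 29195499 in the obese libraries. In E0771 they ranged from 22929035 to 27401791 (control), from 27570157 to 31094119 (lean) and from 25430230 to 28210331 (obese). In NMuMG they ranged from 26107943 to 29686456 (control), from 25556882 to 29064014 (lean) and from 23966897 to 26474784 (obese). The 10 most abundant genes took between 5.88% and 6.25% of the counts of a SkBr3 library, between 4.36% and 4.70% in E0771 and between 4.19% and 4.56% in NMuMG. After filtering, 14874 genes were tested in SkBr3, 13813 in E0771 and 15014 in NMuMG, and they held at least 99.9% of the counts of each line. The fitted biological coefficient of variation was 0.0543 in SkBr3, 0.0468 in E0771 and 0.0388 in NMuMG.

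The first question was whether the medium separated the libraries of each line. The first principal component of the log2 CPM (counts scaled to the library total) held 46.4% of the variance in SkBr3, 57.4% in E0771 and 44.5% in NMuMG. In each line it placed the lean libraries apart from the other libraries, with the obese libraries beside the controls. In SkBr3 its mean was 31 ± 10.1 (SD, n = 4) in the lean group, -10.5 ± 5.77 in the obese group and -20.5 ± 2.09 in the control group. In E0771 it was 38.3 ± 4.64 (SD, n = 3), -15.7 ± 5.03 and -22.7 ± 0.312 in the same order. In NMuMG it was 30.2 ± 3.61 (SD, n = 3), -11.1 ± 7.37 and -19.1 ± 0.438.

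**Figure D1:**
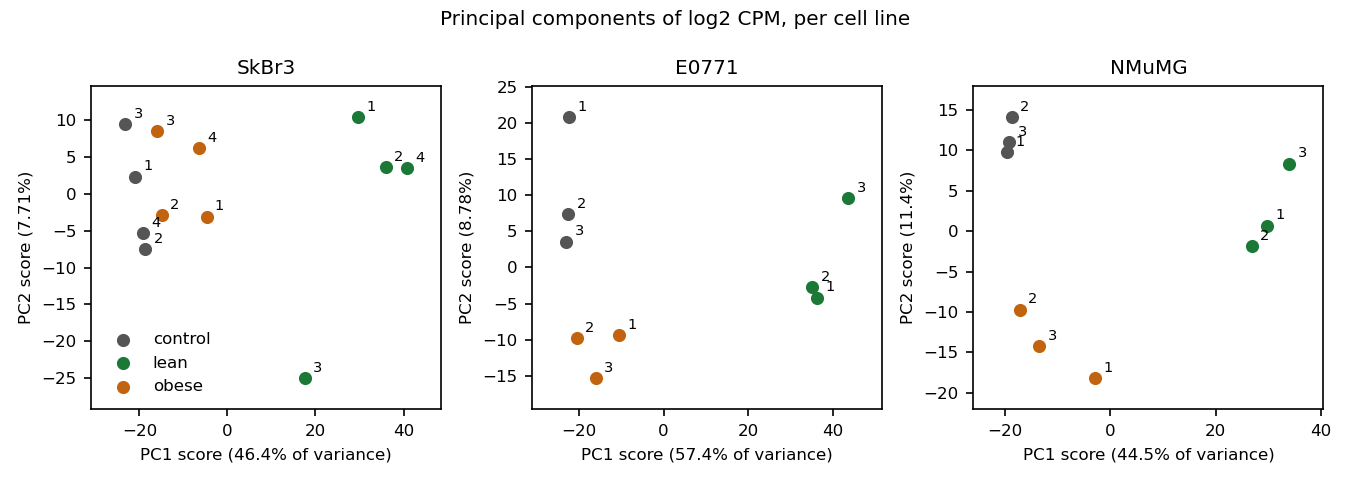
Principal components of log2 CPM in SkBr3 (4 libraries per group), E0771 and NMuMG (3 per group): the horizontal axis is component 1 and the vertical axis component 2, both in units of the component score, and each point is a library labelled with its replicate number and coloured by medium. In all 3 panels the lean libraries lie at positive scores of component 1 (group means 31, 38.3 and 30.2) and the obese and control libraries at negative scores.

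In SkBr3, edgeR called 6561 of 14874 genes between the lean and the obese secretome at an adjusted p under 0.05, of which 3131 were higher and 3430 were lower with the lean secretome. The median absolute log2 fold change of the called genes was 0.30, and 354 of them changed by at least 1 on the log2 scale. Against control medium, the lean secretome gave 7254 called genes (3521 higher, 3733 lower, 583 changing by at least 1). The obese secretome gave 172 (90 higher, 82 lower, 5 changing by at least 1) and 2039 at an unadjusted p under 0.05. Requiring a change of at least 1 moved the lean against obese count most among the alternatives, to 354, and leaving out 1 library moved it to between 5527 and 7324. The obese against control count depended on the library left out. It fell without any 1 of the control libraries, to 39, 47, 68 and 36 without control replicates 1 to 4 in turn. It was 41 without obese replicate 1, 374 without obese replicate 2 and 20 without obese replicate 4.

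The human gene IDs were not paired with names in the deposited tables, so 4 IDs stand for the largest changes in SkBr3 between lean and obese secretome. ENSG00000100292 reached 71.7 ± 16.4 CPM (SD, n = 4) with the lean secretome against 11.7 ± 4.62 with the obese secretome and 6.83 ± 0.66 in control medium. Its log2 fold change of lean over obese was 2.61 (SE 0.269, adjusted p = 4.63e-05). ENSG00000151012 reached 39.5 ± 16.2 CPM against 7.69 ± 1.23 and 6.99 ± 0.288, a log2 fold change of 2.38 (SE 0.337, adjusted p = 0.000328). ENSG00000167552 was at 3.22 ± 0.721 CPM with the lean secretome, 18.6 ± 15.6 with the obese secretome and 36.3 ± 1.28 in control medium. Its obese libraries were split. Replicates 1 and 3 had 28.6 and 35.2 CPM, and replicates 2 and 4 had 4.70 and 5.93, against 3.98 in the highest lean library. The log2 fold change of this ID was -2.54 (SE 0.749, adjusted p = 0.0156), and its size came mostly from obese replicates 1 and 3. A fit of the 2 compared groups alone gave an adjusted p of 0.0515, the highest of a range that began at 9.2e-05. ENSG00000188293 was at 2.40 ± 0.877 CPM, 8.92 ± 0.815 and 6.32 ± 1.87, a log2 fold change of -1.93 (SE 0.23, adjusted p = 1.3e-05). For each of the 4 IDs, all lean libraries lay on one side of all obese libraries.

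In E0771, 7275 of 13813 genes were called between the lean and the obese secretome (3566 higher, 3709 lower), with a median absolute log2 fold change of 0.35, and 678 of them changed by at least 1. The libraries of the 2 groups did not overlap in 8301 of the 13813 tested genes (60.1%), where chance gives 10% for 3 against 3. Lean secretome against control gave 7770 called genes (3768 higher, 4002 lower, 889 changing by at least 1). Obese secretome against control gave 360 (167 higher, 193 lower, 10 changing by at least 1) and 2130 at an unadjusted p under 0.05. That last count moved with single libraries: it was 79 without control replicate 1, 110 without control replicate 2, 192 without obese replicate 1 and 89 without obese replicate 3.

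The largest increases with lean over obese secretome in E0771 were in Hmox1 (ENSMUSG00000005413), Procr (ENSMUSG00000027611) and Angptl4 (ENSMUSG00000002289). Hmox1 was at 1650 ± 505 CPM (SD, n = 3) with the lean secretome, 167.7 ± 74.9 with the obese secretome and 87.8 ± 5.81 in control medium, a log2 fold change of lean over obese of 3.30 (SE 0.348, adjusted p = 0.000355). Procr rose by 2.70 (SE 0.308, adjusted p = 0.000315) and Angptl4 by 2.46 (SE 0.153, adjusted p = 6.93e-06). The largest decreases were in Thrsp (ENSMUSG00000035686), Selenbp1 (ENSMUSG00000068874) and Slco2b1 (ENSMUSG00000030737). Thrsp was at 7.82 ± 0.719 CPM with the lean and 48.5 ± 6.58 with the obese secretome, a log2 fold change of -2.64 (SE 0.138, adjusted p = 1.87e-08). Selenbp1 and Slco2b1 each fell by 1.97. Against control medium, Hmox1 (4.23), Procr (3.09) and Angptl4 (2.96) were also the largest increases with the lean secretome, and Thrsp (-2.30), Tle2 (-2.14) and Slco2b1 (-2.08) the largest decreases. In all of these genes the 3 lean libraries did not overlap the 3 libraries of the other group.

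With the obese secretome against control in E0771, Ccn5 (log2 fold change 1.06, adjusted p = 4.38e-07), Agt (0.78, 0.0166) and Serpinb9b (0.70, 4.38e-07) rose most, in 3 of 3 obese libraries against all controls. Eps8l1 (-0.73, adjusted p = 0.0229), mt-Co2 (-0.69, 0.000564) and mt-Tl1 (-0.66, 0.0367) fell most. Ccn5, Serpinb9b and mt-Co2 passed the threshold in all 13 alternatives. Agt did not pass without control replicate 2 (adjusted p = 0.087), without obese replicate 3 (0.0613) or in a fit of the 2 groups alone (0.0834), and its range began at 3.54e-22. Eps8l1 did not pass in 5 of 13, among them the fits without control replicate 1 (0.208), control replicate 2 (0.0837), obese replicate 1 (0.121) and obese replicate 3 (0.12), and its range began at 5.02e-05. mt-Tl1 did not pass without control replicate 1 (0.222), control replicate 2 (0.121), obese replicate 1 (0.186) or obese replicate 2 (0.0991), and its range began at 0.00124. Reads of mitochondrial genes can also match their nuclear copies.

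In NMuMG, 5261 of 15014 genes were called between the lean and the obese secretome (2646 higher, 2615 lower), with a median absolute log2 fold change of 0.27, and 370 changed by at least 1. The libraries of the 2 groups did not overlap in 6785 of the tested genes (45.2%), against a chance share of 10%. Lean secretome against control gave 5731 called genes (2864 higher, 2867 lower, 499 changing by at least 1). Obese secretome against control gave 752 (352 higher, 400 lower, 22 changing by at least 1) and 2489 at an unadjusted p under 0.05. The obese count was 384 without control replicate 1, 465 without control replicate 2, 490 without obese replicate 1 and 482 without obese replicate 3.

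The largest increases with lean over obese secretome in NMuMG were in Aldh3a1 (ENSMUSG00000019102), Gsta2 (ENSMUSG00000057933) and Abcc2 (ENSMUSG00000025194). Aldh3a1 was at 59.1 ± 5.61 CPM (SD, n = 3) with the lean secretome, 6.11 ± 5.56 with the obese secretome and 2.33 ± 0.489 in control medium, a log2 fold change of lean over obese of 3.30 (SE 0.487, adjusted p = 0.00147). Gsta2 rose by 3.10 (SE 0.627, adjusted p = 0.00721) and Abcc2 by 3.08 (SE 0.399, adjusted p = 0.000864). Peg10 (ENSMUSG00000092035) and Tagln (ENSMUSG00000032085) each fell by 1.70, and Mt2 (ENSMUSG00000031762) fell by 1.67 (adjusted p = 0.00272). Against control medium, Gsta2 (6.29), Gsta1 (5.92) and Aldh3a1 (4.66) were the largest increases with the lean secretome, and Adamts1 (-2.58), Mt2 (-2.35) and Acta2 (-2.31) the largest decreases. In all of these genes the 3 lean libraries did not overlap the 3 libraries of the other group. Gsta1 and Gsta2 are close paralogs, and reads can match both.

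With the obese secretome against control in NMuMG, Mmp10 (log2 fold change 1.32, adjusted p = 2.83e-07), Mmp13 (0.83, 2.27e-13) and Mest (0.81, 0.000105) rose most, and Adamts1 (-0.97, 0.0436), Fgfr3 (-0.96, 4.66e-13) and Alpl (-0.93, 2.11e-07) fell most. The 3 obese libraries did not overlap the 3 control libraries in any of them. Adamts1 passed the threshold in 6 of 13 alternatives, with adjusted p from 6.32e-10 to 0.152. It did not pass without control replicate 1 (0.152), 2 (0.128) or 3 (0.125) or without obese replicate 3 (0.131), nor with no filter (0.0699), the replicate block (0.0727) or only the 2 groups compared (0.119).

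The next question was how far the lean secretome set the cells apart from both other media, and whether the obese secretome acted in the same direction. In SkBr3, 5623 genes differed with the lean secretome from both control and obese in the same direction (2635 higher, 2988 lower). There were 6403 such genes in E0771 (3129 higher, 3274 lower) and 4145 in NMuMG (2085 higher, 2060 lower). Of the genes called with the obese secretome against control, 150 of 172 in SkBr3, 282 of 360 in E0771 and 512 of 752 in NMuMG were also called with the lean secretome in the same direction. Both contrasts use the same control libraries, which favours the same direction. These shared calls were not set against a simulated value, so they alone do not show a common response. Across genes, which are not independent replicates, the lean and the obese effects against control had a Pearson r of 0.553 in SkBr3, 0.445 in E0771 and 0.477 in NMuMG, and a Spearman rho of 0.491, 0.405 and 0.361. The 2 effects share the control libraries, which alone gave a mean r of 0.517, 0.512 and 0.486 in 20 simulations with all groups unchanged. In 20 simulations that kept the lean effect and left the obese group unchanged, the mean r was 0.200, 0.167 and 0.200. Leaving out obese replicate 1 lowered r most in each line, to 0.465 in SkBr3, 0.307 in E0771 and 0.336 in NMuMG. Among the genes called for lean against control, the median ratio of the obese to the lean effect was 0.191, 0.126 and 0.161, against 0.0438, 0.024 and 0.0467 in the simulations with the obese group unchanged.

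**Figure D2:**
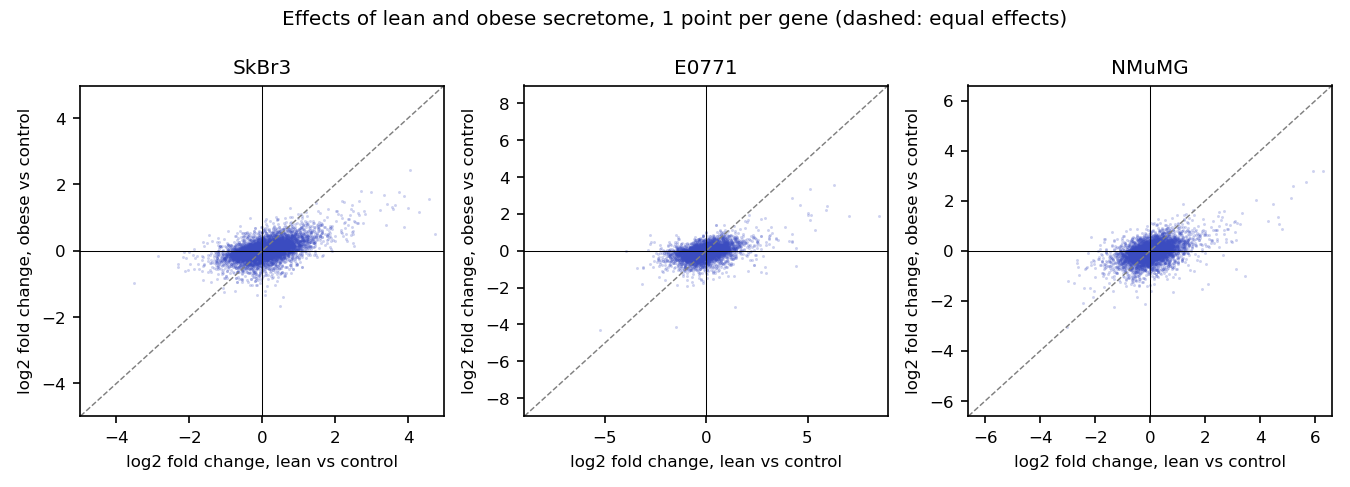
Effect of each secretome against control medium in SkBr3, E0771 and NMuMG: the horizontal axis is the log2 fold change of lean over control, the vertical axis the log2 fold change of obese over control, each point is a tested gene and the dashed line marks equal effects. Most of the spread lies along the horizontal axis; Pearson r across genes is 0.553, 0.445 and 0.477.

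The 2 mouse lines were then compared over the 12433 genes tested in both. The effects of lean over obese secretome had a Pearson r of 0.193 and a Spearman rho of 0.164 across genes. For lean over control they were 0.306 and 0.286, and for obese over control 0.0653 and 0.0420. Between lean and obese, 2834 genes were called in both lines, where 2422 would be expected if the calls were independent, and 1815 of them (64.0%) changed in the same direction. Between lean and control, 3260 genes were called in both lines (2773 expected), 2388 of them (73.3%) in the same direction. Between obese and control, 26 genes were called in both lines (15.4 expected), 12 of them in the same direction. Leaving out NMuMG obese replicate 3 lowered the obese against control r to 0.0105, and leaving out NMuMG obese replicate 2 raised it to 0.118.

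The series title points to ferroptosis, and 12 genes central to it were examined in both mouse lines. In E0771, all 12 were called between the lean and the obese secretome, 7 higher and 5 lower, with the same numbers when adjusted over the list alone. The rises were in Hmox1 (3.30), Ptgs2 (log2 fold change 1.32, SE 0.453, adjusted p = 0.0121), Slc7a11 (0.86, SE 0.123, 5.59e-06), Tfrc (0.62, SE 0.0577, 3.16e-07), Fth1 (0.53, SE 0.0842, 0.00125), Aifm2 (0.34, SE 0.0611, 4.14e-05) and Ncoa4 (0.24, SE 0.0552, 0.000763). The decreases were in Chac1 (-1.31, SE 0.145, 3.93e-08), Scd1 (-0.72, SE 0.107, 0.000827), Gpx4 (-0.33, SE 0.0444, 8.88e-07), Acsl4 (-0.24, SE 0.0724, 0.00718) and Lpcat3 (-0.13, SE 0.0558, 0.0461). The libraries of the lean and obese groups overlapped in Acsl4 and Lpcat3 and in none of the other 10. Gpx4 was at 140.8 ± 3.81 CPM (SD, n = 3) with the lean secretome, 177.1 ± 1.45 with the obese secretome and 163.0 ± 10.9 in control medium. Slc7a11 was at 15.4 ± 2.53, 8.52 ± 1.35 and 8.15 ± 0.825 CPM. Ptgs2 was near the limit of detection, at 0.610 ± 0.0403, 0.243 ± 0.0970 and 0.156 ± 0.0969 CPM. It did not pass without obese replicate 1 (adjusted p = 0.052), without obese replicate 3 (0.0692) or under DESeq2 (0.0843, the highest of a range from 0.0106). Lpcat3 passed in 6 of 13 alternatives (adjusted p from 0.0149 to 0.242) and not without lean replicate 1 (0.0754), lean replicate 3 (0.128), obese replicate 1 (0.0813) or obese replicate 2 (0.242), nor with DESeq2 size factors in edgeR (0.0521), the replicate block (0.0551) or DESeq2 (0.0818).

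In NMuMG, 9 of the 12 core genes were called between the lean and the obese secretome, 8 higher and 1 lower, over all genes tested and also when adjusted over the list alone. The rises were in Slc7a11 (log2 fold change 1.85, SE 0.323, adjusted p = 0.00492), Hmox1 (1.46, SE 0.194, 0.00145), Ptgs2 (1.20, SE 0.126, 0.000417), Fth1 (0.91, SE 0.165, 0.00612), Lpcat3 (0.28, SE 0.0438, 3.11e-06), Gpx4 (0.19, SE 0.0328, 2.66e-05), Ncoa4 (0.18, SE 0.0458, 0.00178) and Acsl4 (0.16, SE 0.0385, 0.00121). Scd1 fell by 0.23 (SE 0.0527, adjusted p = 0.000694). The 3 lean libraries did not overlap the 3 obese libraries in these 9 genes. Chac1 (0.20, adjusted p = 0.282), Tfrc (0.08, 0.418) and Aifm2 (-0.02, 0.886) did not pass. Slc7a11 was at 127.5 ± 11.1 CPM (SD, n = 3) with the lean secretome, 35.6 ± 19.1 with the obese secretome and 12.5 ± 0.710 in control medium. Gpx4 was at 341.4 ± 6.27, 300.2 ± 9.52 and 297.6 ± 2.34 CPM.

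Against control medium, the lean secretome changed the core genes in the same directions as against the obese secretome in E0771 (12 of 12 called, 7 higher). In NMuMG it gave 9 called genes of 12, 8 higher and 1 lower, or 9 and 1 adjusted over the list alone. The largest rises there were in Slc7a11 (3.35), Hmox1 (2.07), Ptgs2 (2.00) and Fth1 (1.41) on the log2 scale. The gene that fell in NMuMG was Scd1 (-0.55, adjusted p = 7.38e-11). Acsl4 there (0.11, adjusted p = 0.0221, range 0.016 to 0.149) did not pass without control replicate 1 (0.111), control replicate 2 (0.0607) or lean replicate 3 (0.149). The obese secretome against control gave 4 of the 12 genes at an unadjusted p under 0.05 in E0771, and these did not pass the adjustment. Under alternatives, Gpx4 passed without control replicate 3 (adjusted p = 0.038), Fth1 without obese replicate 1 (0.00994) or obese replicate 2 (0.00489), with no filter (0.00893) and with DESeq2 (0.0338), and Scd1 without obese replicate 2 (0.00147). In NMuMG the obese secretome gave 2 called genes, Ptgs2 (0.80, adjusted p = 0.0272, range 1.31e-09 to 0.113) and Scd1 (-0.32, 5.66e-05), each without overlap of the 3 obese and 3 control libraries. Adjusted over the list alone, 8 of the 12 genes were called, 5 higher and 3 lower. Ptgs2 did not pass without control replicate 1 (0.113), 2 (0.103) or 3 (0.0586) or obese replicate 3 (0.0717), or with only the 2 groups compared (0.0876). Over all genes, Slc7a11 passed without obese replicate 1 (0.026) or replicate 2 (0.0495) and with DESeq2 (0.00262), and Fth1 without replicate 1 (0.000394). Tfrc passed without replicate 2 (0.000173) and with no filter (9.82e-09), and Chac1 without replicate 2 (0.0149), with no filter (0.0444) and with only the 2 groups compared (0.0455).

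**Figure D3:**
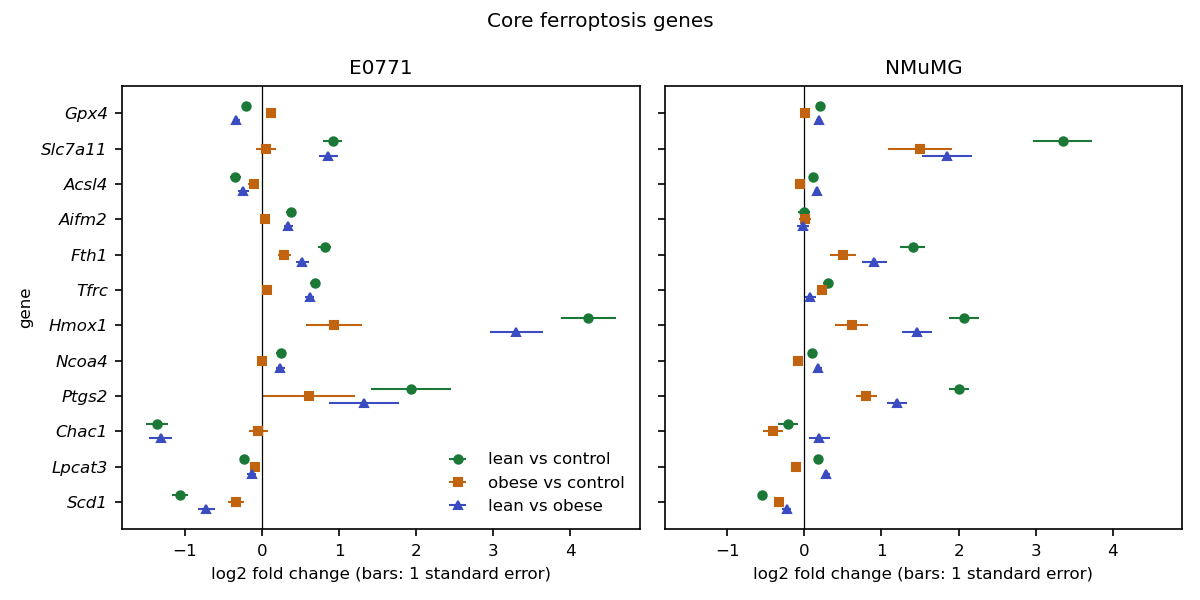
Log2 fold changes of the 12 core ferroptosis genes in E0771 and NMuMG for lean over control, obese over control and lean over obese secretome: the axis with the values is the log2 fold change, points are the fitted values of 3 libraries per group and bars are 1 standard error. Between lean and obese secretome, Gpx4 fell by 0.33 in E0771 and rose by 0.19 in NMuMG, while Hmox1 rose in both (3.30 and 1.46).

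Lists of genes tied to ferroptosis and to related pathways were tested with camera, adjusted over 108 list-by-contrast tests. Between lean and obese secretome, the ferroptosis drivers did not pass in E0771 (median log2 fold change 0.05, adjusted p = 0.436, 10 genes higher and 7 lower over all genes tested and adjusted over the list alone). They did not pass in NMuMG either (0.02, adjusted p = 0.469, 10 higher and 6 lower, or 10 and 7 adjusted over the list alone). The ferroptosis suppressors did not pass in E0771 (0.08, adjusted p = 0.229, 14 higher and 7 lower by both counts) and passed in NMuMG (0.18, adjusted p = 0.00782, 17 higher and 6 lower, or 18 and 7 adjusted over the list alone). The difference between the lines was tested for both lists and did not pass (adjusted p = 0.795 and 0.469, median differences 0.04 and -0.03). The alternative that moved these results most was the test itself. With fry the E0771 suppressors (0.0139) and the NMuMG drivers (0.0334) passed, and with the correlation between genes estimated from the data the NMuMG suppressors gave 0.62 (range over 11 alternatives 0.000267 to 0.62). Of the 108 tests, camera called 38, of which 34 also passed under fry. The 4 that did not were all obese against control: the NRF2 targets, cholesterol synthesis and fatty acid synthesis in E0771 and the NRF2 targets in NMuMG. None of the 38 passed with the estimated correlation, which gave 13 of the 108 tests at an unadjusted p under 0.05.

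The targets of NRF2, a transcription factor that responds to oxidants, share 7 genes with the ferroptosis suppressors and 1 with the drivers. Between lean and obese secretome they rose in E0771 (median log2 fold change 0.71, adjusted p = 4.77e-07, 19 genes higher and 1 lower over all genes tested and adjusted over the list alone). In NMuMG they rose too (0.55, adjusted p = 3.77e-10, 20 of 20 genes higher by both counts). Srxn1 (log2 fold change 1.69) and Nqo1 (1.45, adjusted p = 0.0161) were among the largest in E0771, and Blvrb (2.61) and Nqo1 (1.87, adjusted p = 0.0204) in NMuMG, each without overlap of the 3 lean and 3 obese libraries. Nqo1 passed in 11 of 13 alternatives in E0771 and 8 of 13 in NMuMG. In E0771 it did not pass without obese replicate 3 (0.0575, range from 1.34e-15) or with only the 2 groups compared (0.0551). In NMuMG it did not pass without lean replicate 1 (0.0585), 2 (0.0568) or 3 (0.056) or obese replicate 3 (0.0663, range from 1.68e-15), or with only the 2 groups compared (0.0613). Obese secretome against control also raised the list under camera, by a median of 0.28 in E0771 (adjusted p = 9.01e-09, 3 genes higher, or 8 adjusted over the list alone) and of 0.29 in NMuMG (adjusted p = 1.31e-05, 1 gene lower, or 9 higher and 2 lower adjusted over the list alone). Under fry these gave 0.0814 and 0.145.

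Of the other lists, the ATF4 targets fell in E0771 between lean and obese secretome (median -0.48, adjusted p = 2.95e-05, 2 genes higher and 18 lower by both counts) and did not pass in NMuMG (0.02, 0.775, 10 higher and 10 lower, or 11 and 11 adjusted over the list alone). The PPAR targets rose in NMuMG (0.33, adjusted p = 2e-09, 16 of 18 genes higher by both counts) and did not pass in E0771 (0.11, 0.325, 6 higher and 6 lower, or 7 and 6 adjusted over the list alone). The cell cycle list fell in NMuMG (-0.41, adjusted p = 5.32e-08, 1 higher and 22 lower, or 2 and 22 adjusted over the list alone) and not in E0771 (0.905, 9 higher and 12 lower, or 12 and 13 adjusted over the list alone). The NF-kB targets rose in NMuMG (0.29, adjusted p = 0.000763, 8 of 12 genes higher by both counts) and did not pass in E0771 (0.18, 0.294, 6 higher and 2 lower, or 6 and 3 adjusted over the list alone). The difference between the lines did not pass for the NF-kB targets (0.999, median 0.12) or the PPAR targets (0.113, median -0.15) under camera. Under fry it passed for the PPAR targets (0.0245, 4 genes higher and 9 lower by both counts), the interferon response (0.0334, 1 higher and 4 lower by both counts) and the adipocyte markers (0.000357, none of the 6 genes past the threshold alone), and not for the NF-kB targets (0.884). Of those 6 adipocyte markers, 3 were at the floor of 3 counts in a group. The 6 had a median difference of 0.0261 and a mean of -1.3. Also under fry, 6 of the lists that camera did not call in E0771 passed there: NF-kB (0.0386), PPAR (0.0236), interferon (0.013), hypoxia (0.00412), fatty acid synthesis (0.0215) and adipocyte markers (0.0012). The median was -0.266 for interferon, -0.145 for fatty acid synthesis, -0.0268 for adipocyte markers and 0.187 for hypoxia. The adipocyte markers there had 1 gene higher and 1 lower of 4 tested. In NMuMG, hypoxia (0.0324) and adipocyte markers (0.00265) passed under fry. Cholesterol synthesis (E0771 0.426, NMuMG 0.965), fatty acid synthesis (0.203, 0.414), the interferon response (0.339, 0.991), hypoxia and glycolysis (0.118, 0.364) and adipocyte markers (0.783, 0.0542) did not pass under camera in either line. Cholesterol synthesis had 6 genes higher and 14 lower in E0771 (7 and 14 adjusted over the list alone) and 6 and 4 in NMuMG (7 and 4). Fatty acid synthesis had 2 higher and 7 lower in E0771 and 3 and 7 in NMuMG, and hypoxia and glycolysis 8 and 3 and 5 and 6, the same when adjusted over the list alone. The interferon response had 3 higher and 6 lower in E0771 by both counts and 1 lower in NMuMG, which did not pass when adjusted over the list alone. Fatty acid synthesis in E0771 passed without obese replicate 3 (0.0385, range 0.0215 to 0.813). The adipocyte markers in NMuMG, of which 4 were tested, passed without lean replicate 2 (0.0228), obese replicate 1 (0.0248), obese replicate 2 (0.0353) or obese replicate 3 (0.023). Against control medium the PPAR targets did rise in E0771 under camera. The median was 0.35 with the lean secretome (adjusted p = 0.0244, fry 0.00112) and 0.21 with the obese secretome (9.76e-08, fry 0.0143). The lean result did not pass with at least 10 counts in every library (0.0713). Cholesterol synthesis fell with the obese secretome against control in E0771 (median -0.15, adjusted p = 9.11e-07, 4 genes lower, or 9 adjusted over the list alone) and in NMuMG (-0.09, 2.42e-07, 8 lower, or 10 adjusted over the list alone). Fatty acid synthesis fell too (E0771 -0.12, 0.0142, NMuMG -0.08, 0.000123). With the lean secretome against control both lists also fell under camera, with larger median decreases. Cholesterol synthesis had -0.318 in E0771 (adjusted p = 0.0321) and -0.112 in NMuMG (0.0311). Fatty acid synthesis had -0.27 in E0771 (0.0301) and -0.204 in NMuMG (0.0247). In NMuMG the interferon response fell with the obese secretome against control (-0.30, 0.000763), while NF-kB targets (0.13, 0.0019) and hypoxia and glycolysis (0.05, 0.0209) rose. With the lean secretome there, the NF-kB targets rose too (0.352, 5.35e-06), and interferon (0.0719) and hypoxia (0.999) did not pass. Of the obese results, fatty acid synthesis in E0771 and, in NMuMG, NF-kB and hypoxia did not pass in some fits that left out 1 library. Of the lean results, cholesterol synthesis in both lines and fatty acid synthesis in E0771 did not pass in some such fits.

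Whether the 2 mouse lines responded differently was tested as the interaction of line and medium in 1 fit of the 18 mouse libraries, over 16529 genes. The effect of lean over obese secretome differed for 5656 genes (3102 with a more positive effect in E0771, 2554 with a more negative one), of which 709 differed by at least 1 on the log2 scale. For lean over control 5710 genes differed (3210 and 2500, 796 by at least 1), and for obese over control 279 (176 and 103, 14 by at least 1). The obese count was 151 without E0771 control replicate 1, 149 without E0771 obese replicate 3, 154 and 163 without NMuMG control replicates 1 and 2 and 164 without NMuMG obese replicate 1. Adamts1 rose in E0771 and fell in NMuMG between lean and obese secretome, a difference of 2.59 (SE 0.247, adjusted p = 1.44e-06). Selenbp1 (-2.75, SE 0.21, 1.81e-08) and Mxd4 (-2.25, SE 0.103, 2.08e-19) fell in E0771 and rose in NMuMG. Aldh1l2 (-2.74, SE 0.831, 0.00791) fell in E0771, and its change in NMuMG did not pass (1.51, adjusted p = 0.0513). The libraries of the 2 media did not overlap in either line for these 4 genes. Of the core ferroptosis genes, Gpx4 differed most clearly, with a difference of -0.50 (SE 0.0557, adjusted p = 2.08e-09).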

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

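The tests in this part were chosen before the results they measure were seen, except that counts thinned to the smallest library total and counts with the GC and length trend removed were added after seeing the data.

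In SkBr3, the lean library of replicate 3 had 47.3 CPM of ENSG00000100292, while the other 3 lean libraries had between 76.9 and 82.3. Its gap to the nearest library was 0.846 of the range of the group, above Dixon's critical value for 4 samples. It was the only far sample among 21 groups tested, and chance alone gives about 1 at 5%. Other values set the same library apart too. Its 3 pairs with the other lean libraries had a chi-square per degree of freedom of 10.7, 11.9 and 15.7, against 3.97 to 6.40 for the other lean pairs. It scored 17.6 on the first principal component, against 40.8 in the highest lean library, and -24.9 on the second. It had the largest gap of the lean group in 6 of 7 items, with ratios of 0.785 and 0.738 for 2 other genes, under the critical value. Without it, 7875 genes were called for lean against control in place of 7254. The 4 lean libraries lay above the highest obese library, at 16.4 CPM. No biological explanation was tested, since the replicates of a group differ only by number.

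The effects of the secretomes differed between E0771 and NMuMG in a test of the difference itself, for 5656 genes between lean and obese secretome, 5710 between lean and control and 279 between obese and control. Unequal library sizes as the whole cause are argued against by counts thinned to the smallest total, with which 5308, 5338 and 243 genes of the same contrasts were called again in the same direction. A trend in GC content or gene length as the whole cause is argued against in the same way, with 5006, 5189 and 253 genes called again after its removal. In 2 of 100 splits drawn from the 200 possible, the real one included, as many genes differed. The other split in each contrast exchanged the media whole within 1 line, which turns the interaction into a sum of the effects (6506, 7286 and 415 genes), and the next largest splits gave 4552, 5068 and 140. The obese against control count moved by more than 1.5 times without E0771 control replicate 1 (151), E0771 obese replicate 3 (149), NMuMG control replicate 1 (154), NMuMG control replicate 2 (163) or NMuMG obese replicate 1 (164). A difference between the lines in their biology stays open and untested, as does their growth medium: that of NMuMG also held insulin and added glucose, and no library parts the line from its medium.

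Of the 12 gene lists, 5 differed between the lines, in 8 list-by-contrast tests. The ATF4 targets had a lower effect in E0771, by a median log2 fold change of -0.27 between lean and control (adjusted p = 2.95e-05, 16 of 27 genes lower and 2 higher, or 17 and 2 adjusted over the list alone) and of -0.32 between lean and obese (3.14e-06, 17 lower and 2 higher, or 18 and 2). The cell cycle list had a higher effect in E0771, by 0.35 (4.77e-07, 25 of 30 higher and 1 lower by both counts) and 0.34 (2.42e-07, 24 of 30 higher, or 27). Hypoxia and glycolysis had a higher effect in E0771, by 0.30 in both contrasts (0.0083, 10 of 19 higher and 2 lower, or 12 and 2; and 0.00854, 10 higher and 1 lower by both counts). Between obese and control the PPAR targets differed by 0.25 (5.32e-08, 5 of 20 higher, or 10) and the interferon response by 0.37 (0.00723, 16 of 19 genes on the higher side, none past the threshold alone). With the correlation between genes estimated, the 8 tests gave adjusted p from 0.211 to 0.515. Removing the GC and length trend left them past the threshold, which argues against that trend as the whole cause. It gave 6.62e-05 and 1.01e-05 for ATF4, 1.01e-06 and 1.24e-07 for cell cycle, 0.00444 and 0.00294 for hypoxia, 3.42e-07 for PPAR and 0.00974 for interferon. Genes expressed in 1 line only as the whole cause are argued against by the genes tested in both lines. They gave 2.61e-05 and 4.30e-06, 2.94e-06 and 2.20e-06, 0.0216 and 0.0218, 6.31e-09, and 0.0153 in the same order. Members at the floor of 3 counts in a group moved the medians little: without them they were -0.28 and -0.32 (ATF4), 0.33 and 0.28 (hypoxia), 0.25 (PPAR) and 0.32 (interferon).

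Between lean and control, Adamts1 (3.72, adjusted p = 2.65e-08) and Acta2 (2.99, 8.83e-21) had a more positive effect in E0771, rising there by 1.11 and 0.65 and changing in NMuMG by -2.58 and -2.31. Selenbp1 (-2.44, 4.39e-08) and Slc7a11 (-2.41, 0.00115) had a more negative one. Slc7a11 rose in both lines, by 0.92 in E0771 and 3.35 in NMuMG, while Selenbp1 fell in E0771 and rose in NMuMG. Between lean and obese the differences were 2.59 for Adamts1, -2.75 for Selenbp1, -2.74 for Aldh1l2 and -2.25 for Mxd4. Aldh1l2 had at most 6 counts in a library of its lowest group, so its value depends on the prior count. Between obese and control they were 2.12 for Muc1 (adjusted p = 0.0174), 1.60 for Ccn5 (5e-06), 1.13 for Adamts1 (0.0268), -0.91 for Atg9b (0.0035), -0.82 for Adamts14 (0.00169) and -0.74 for Dusp5 (2.76e-05). Muc1, with at most 6 counts in a library of its lowest group, did not pass without E0771 control replicate 2 (0.088) or 3 (0.062) or E0771 obese replicate 1 (0.0962) or 2 (0.0544), in a range from 0.00159 to 0.0962. Adamts1 passed in 8 of 18 alternatives (range 4.58e-06 to 0.0768), and 10 of the 12 fits that each left out 1 library did not pass, with the highest value without E0771 control replicate 1. The libraries of the 2 media did not overlap in either line for any of these genes. The technical tests above were run on the counts of genes and not on these genes one by one.

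Core ferroptosis genes differed between the lines in 2 contrasts. Between lean and control the differences were -0.38 for Gpx4, -0.43 for Acsl4, 0.41 for Aifm2, -0.56 for Fth1, 0.40 for Tfrc, 2.19 for Hmox1, -1.12 for Chac1, -0.37 for Lpcat3 and -0.48 for Scd1. Between lean and obese they were -0.50 for Gpx4, -0.38 for Acsl4, 0.38 for Aifm2, 0.56 for Tfrc, 1.86 for Hmox1, -1.49 for Chac1, -0.40 for Lpcat3 and -0.47 for Scd1. Gpx4, Acsl4 and Lpcat3 fell in E0771 and rose in NMuMG in both contrasts. Fth1 (adjusted p = 0.0354) passed in 4 of 18 alternatives (0.0116 to 0.0734), and not with the replicate block (0.0544), with no filter (0.0601) or in any of the 12 fits that left out 1 library, of which the one without E0771 control replicate 3 gave the highest value. The other differences passed in all 18 alternatives. Library size and the GC and length trend were weighed over all genes, where 5308 and 5006 of the 5656 genes called between lean and obese were called again.

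Slc7a11 and Fth1 did not pass the test of the difference between the lines for lean against obese (-0.96, adjusted p = 0.112, range 0.00011 to 0.249; -0.36, 0.17, range 0.00188 to 0.372). Both passed without NMuMG obese replicate 1 (0.00011 and 0.00188), and Slc7a11 passed with DESeq2 (0.0415) with all libraries kept. For obese against control, 0 of the 12 core genes passed the test of the difference. Slc7a11 (-1.44, adjusted p = 0.212) passed there in 1 of 18 alternatives, DESeq2 (-1.43, 0.02). Podxl and Dsp were at or under 3 counts in all E0771 obese libraries and were at least 5.92-fold and at least 5.18-fold higher with the lean secretome there. The naming rule selected both genes for the difference between the lines in lean against obese. Their fitted differences are not given, since the E0771 obese counts were at or under the floor. The lower bounds were chosen for mention after their values were seen.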

How the results depend on the processing

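Counts thinned to the smallest library total and counts with the GC and length trend removed were the tests chosen only after the data were seen; all other alternatives were chosen earlier. No gene or list was called in opposite directions by different settings, but the majority of higher or lower genes among the calls turned in several. The gene lists and the core ferroptosis genes were not run as sets in SkBr3, where 4 genes were followed by ID only.

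The counts of genes for lean against control and lean against obese in each line, the genes set apart by lean, and the same 2 interactions stayed within 1.5 times their values under the other size factors, the other filters, DESeq2, the fit of 2 groups, the replicate block and the thinned counts, each where it was run, and also under the GC and length correction in the mouse lines. Across the fits that each left out 1 library, lean against obese ranged from 5527 to 7324 genes in SkBr3, from 6435 to 6899 in E0771 and from 4376 to 5136 in NMuMG. Lean against control ranged from 6345 to 7875, from 7123 to 7461 and from 4779 to 5259. The genes set apart by lean ranged from 4696 to 6404, from 5806 to 6236 and from 3458 to 4139. The interactions ranged from 5142 to 5521 for lean against obese and from 5199 to 5559 for lean against control.

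Requiring an absolute log2 fold change of at least 1 is a stricter threshold and lowered each count by more than 1.5 times. In SkBr3 it left 583 genes for lean against control, 5 for obese against control, 354 for lean against obese and 269 set apart by lean. In E0771 it left 889, 10, 678 and 544 in the same order, and in NMuMG 499, 22, 370 and 256. For the interactions it left 796, 14 and 709.

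The counts for obese against control depended on the processing, and the cause was not tested. In SkBr3 the count of 172 became 539 with no filter, 387 with DESeq2 and 849 with only the 2 groups compared, and ranged from 20 to 374 across the 8 fits that each left out 1 library (20 without obese replicate 4, 36 without control replicate 4, 39 without control replicate 1, 41 without obese replicate 1, 47 without control replicate 2, 68 without control replicate 3 and 374 without obese replicate 2). In E0771 the count of 360 became 626 with no filter and ranged from 79 to 498 (79 without control replicate 1, 89 without obese replicate 3, 110 without control replicate 2 and 192 without obese replicate 1). In NMuMG the count of 752 became 484 with both mouse lines in 1 fit and ranged from 384 to 893 (384 without control replicate 1, 465 without control replicate 2, 482 without obese replicate 3 and 490 without obese replicate 1). The interaction count of 279 became 428 with no filter and ranged from 149 to 360 (149 without E0771 obese replicate 3, 151 without E0771 control replicate 1, 154 without NMuMG control replicate 1, 163 without NMuMG control replicate 2 and 164 without NMuMG obese replicate 1). The split into higher and lower genes moved too: upper quartile factors gave 63.5% higher in SkBr3 against 52.3%, and the GC and length correction gave 57.9% in E0771 against 46.4% and 61.8% in NMuMG against 46.8%, a turn from mostly lower to mostly higher. For lean against control in SkBr3, upper quartile factors gave 54.2% against 48.5%. The scaling alternatives moved the median log2 fold change of all genes by at most 0.0278.

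With the replicate block the counts were 7138, 223 and 6428 in SkBr3 for lean against control, obese against control and lean against obese, 7636, 355 and 7150 in E0771, 5652, 722 and 5190 in NMuMG, and 5554, 223 and 5523 for the interactions. The replicate block moved 3 list results across the threshold: hypoxia and glycolysis for lean against control in E0771 (0.0595), the interferon response for lean against control in NMuMG (0.0375) and the PPAR targets for obese against control in NMuMG (0.0489). The ranges over their alternatives were 0.00123 to 0.62, 0.00814 to 0.452 and 0.0447 to 0.62. With it, 3 named genes no longer passed: Adamts1 for obese against control in NMuMG (0.0727), Lpcat3 for lean against obese in E0771 (0.0551) and Fth1 in the interaction of lean against control (0.0544).

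The correlation of the lean and obese effects in NMuMG was 0.361 as Spearman rho. Across the fits that each left out 1 library it ranged from 0.465 (without obese replicate 1) to 0.586 in SkBr3, from 0.307 (without obese replicate 1) to 0.512 in E0771 and from 0.336 (without obese replicate 1) to 0.529 in NMuMG. The correlation between the mouse lines for lean against control was 0.332 with at least 10 counts in every library and 0.286 as Spearman rho, and ranged from 0.280 (without NMuMG control replicate 2, 0.283 without NMuMG lean replicate 2) to 0.306 across the fits that each left out 1 library. For lean against obese it was 0.164 as Spearman rho and ranged from 0.174 (without NMuMG obese replicate 3) to 0.198, and for obese against control it ranged from 0.0105 (without NMuMG obese replicate 3) to 0.118 (without NMuMG obese replicate 2).

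Of the ferroptosis lists between lean and obese secretome, the NMuMG suppressors gave an adjusted p = 0.62 with the estimated correlation, the E0771 suppressors 0.0139 with fry and the NMuMG drivers 0.0334 with fry. Across the 6 fits that each left out 1 library, the NMuMG suppressors ranged from 0.000267 to 0.0147, the NMuMG drivers from 0.358 to 0.641, the E0771 drivers from 0.274 to 0.548 and the E0771 suppressors from 0.0686 to 0.322. The SkBr3 lists are those not run. The cause of these changes was not tested. With the estimated correlation, none of the 38 calls passed, and 13 of the 108 tests had an unadjusted p under 0.05. Over all lists, those above included, results changed 68 times outside the fits that left out a library (44 weaker, 24 stronger) and 27 times in those fits (13 weaker, 14 stronger). Named genes changed 25 times outside those fits (16 weaker, 9 stronger) and 76 times in them (63 weaker, 13 stronger).

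Thinning SkBr3 libraries to the smallest total left 5889 of 6561 genes called between lean and obese in the same direction, and in E0771 and NMuMG it left 6916 of 7275 and 5026 of 5261. The removal of the GC and length trend left 6630 and 4901 in E0771 and NMuMG. These values argue against unequal library size and that trend as the whole cause of the lean against obese counts. Counts fell with depth, from 7254 to 6850 genes for lean against control in SkBr3. The depth also limits genes near the floor of 3 counts, such as Podxl and Dsp in E0771, for which only a lower bound of the change can be given.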

Other observations

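The tests of a shared lean or obese secretome preparation by replicate number and of reads moved between mitochondrial genes and nuclear copies were chosen only after the result was seen, and the thinned counts and the removal of the GC and length trend after seeing the data; the others in this part were chosen before.

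Other splits of the same libraries were fitted for each count of genes. In SkBr3, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes for lean against control, 1 of 35 for obese against control and 1 of 35 for lean against obese, where the next largest split gave 901 genes. In E0771 and NMuMG, 1 of the 10 splits of the 6 libraries gave as many genes in each of the 3 contrasts, and 3 against 3 can give no smaller share than that. For the genes set apart by lean, 1 of 100 splits gave as many in each line. The split that kept the lean group whole and exchanged control and obese libraries gave 5589 genes in SkBr3, 6264 in E0771 and 3758 in NMuMG, and the remaining splits at most 150, 78 and 195. For the lists, a camera p-value as small came from 3 of 10 splits for the ferroptosis drivers in E0771, 4 of 10 for the suppressors in E0771, 5 of 10 for the drivers in NMuMG and 3 of 10 for the suppressors in NMuMG, the real split included.

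A candidate explanation for the correlation of the lean and obese effects is that the obese secretome moved the cells a small part of the way in the direction of the lean secretome. The shared control libraries as the whole cause are argued against by effects computed from separate control libraries. Over 14 divisions of the SkBr3 controls the mean r was 0.316 (range 0.239 to 0.383), and over 6 divisions it was 0.223 (0.187 to 0.258) in E0771 and 0.247 (0.215 to 0.280) in NMuMG. With the obese group simulated as unchanged, the highest such r was 0.0138, 0.0161 and 0.0226. Among genes called for lean against control, the median ratio of the obese to the lean effect was 0.189, 0.124 and 0.159 with separate controls. Control cells received growth medium alone, so a response to the replacement of 50% of the medium was not tested apart from a response to the secretomes. Obese replicate 1 lay nearest the lean libraries on the first principal component in each line (-4.76, -10.5 and -2.90), and without it r fell to 0.465, 0.307 and 0.336.

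The NRF2 targets rose between lean and obese secretome in both mouse lines. RNA of adipocytes carried over with the secretome as the cause is argued against by 6 abundant adipocyte transcripts, provided that the adipocytes were from mice. Their highest mean in the lean libraries was 0.0912 CPM in E0771 (Retn) and 2.02 CPM in NMuMG (Cidec), against a median rise of 131 and 93.8 CPM of the NRF2 targets. Of the 17 adipocyte markers, 4 were expressed enough to be tested in each line and 2 are also in the PPAR list. The GC and length trend as the whole cause is argued against by its removal, which gave adjusted p = 5.98e-07 and 1.89e-10, and library size by thinned counts, in which 19 of 19 and 20 of 20 of the called genes were again higher. In E0771, 4 of 10 splits of the 6 libraries gave a camera p-value as small, and in NMuMG 1 of 10, so the list test cannot be told apart from the grouping of libraries in a design with 10 splits. With the estimated correlation the adjusted p was 0.62 and 0.515. The rise is consistent with an oxidant response of the cells to the lean secretome, as a hypothesis found and tested on the same data (range over the alternatives 7.85e-11 to 0.62 in E0771 and 1.2e-15 to 0.515 in NMuMG).

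Same-numbered replicates of E0771 and NMuMG were compared to see whether they may have received the same secretome preparation. For lean replicates the mean correlation of residuals matched by number was -0.0567, and 5 of the 6 possible matches had a mean as high, which argues against it. For obese replicates the match by number had the highest mean (r = 0.145), in 1 of 6 matches. The pairs of obese replicates 1, 2 and 3 had r of 0.168, 0.148 and 0.12. Obese pairs with different numbers lay between -0.139 and -0.00241. Obese replicate 1 was also the obese library nearest the lean ones on the first principal component in both lines. Since 6 matches can give no smaller share, the match of obese replicates cannot be told apart from chance. Handling shared by replicate number in all groups is argued against by the control replicates, with a mean correlation of -0.145 (6 of 6 matches as high). For lean and obese replicates together, 8 of 36 matches had a mean as high as the match by number (0.0444). For library size, the replicates had the same rank of total count in both lines in 0 of the 2 media. Obese replicate 3 was the largest in both lines and replicates 1 and 2 were nearly tied, so library size stays open and cannot be told apart.

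In E0771, 12 of 13 mitochondrial protein genes were lower with the obese secretome than in control medium (median log2 fold change -0.58, 3 of them called), and 13 of 13 with the lean secretome (median -0.39, 7 called). The mitochondrial share of counts was 1.86% ± 0.239 (SD, n = 3) in control, 1.38% ± 0.0710 with the lean secretome and 1.28% ± 0.116 with the obese secretome. In NMuMG 12 of 13 were lower with the lean secretome (median -0.25, 3 called) and 9 of 13 with the obese secretome (median -0.05, 0 called and 0 at an unadjusted p under 0.05). In the interactions, 0 of the 13 genes were called for lean against control (9 of 13 lower, median -0.16, 0 unadjusted), 1 was called lower for obese against control (12 of 13 lower, median -0.51, 9 unadjusted) and 1 higher for lean against obese (2 of 13 lower, median 0.31, 4 unadjusted). Reads moved between these genes and their nuclear copies as the cause are argued against by the nuclear copies, of which 8 of 8 were lower as well. A single control library as the cause is argued against by the fits that left one out, in which at least 12 of 13 genes were lower (median -0.50, -0.55 and -0.66 without control replicates 1, 2 and 3). The number called depended on the library left out: 1, 1 and 8. The decrease with the obese secretome may be a response of E0771, with 12 of 13 genes lower. The 13 genes were measured in the same 3 against 3 libraries, so their number adds no replicates. The tests above were not run for the lean secretome or in NMuMG, and a change in the capture of these RNAs by poly(A) selection was not tested.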
